# Genomic Characterization of Cisplatin Response Uncovers Priming of Cisplatin-Induced Genes in a Resistant Cell Line

**DOI:** 10.3390/ijms22115814

**Published:** 2021-05-28

**Authors:** Hadar Golan Berman, Pooja Chauhan, Shira Shalev, Hiba Hassanain, Avital Parnas, Sheera Adar

**Keywords:** cisplatin, cancer, resistance, DNA damage, DNA repair, nucleotide excision repair, chromatin, transcription

## Abstract

Cisplatin is a chemotherapy drug that kills cancer cells by damaging their DNA. In human cells, this damage is repaired primarily by nucleotide excision repair. While cisplatin is generally effective, many cancers exhibit initial or acquired resistance to it. Here, we studied cisplatin resistance in a defined cell line system. We conducted a comprehensive genomic characterization of the cisplatin-sensitive A2780 ovarian cancer cell line compared to A2780cis, its resistant derivative. The resistant cells acquired less damage, but had similar repair kinetics. Genome-wide mapping of nucleotide excision repair showed a shift in the resistant cells from global genome towards transcription-coupled repair. By mapping gene expression changes following cisplatin treatment, we identified 56 upregulated genes that have higher basal expression in the resistant cell line, suggesting they are primed for a cisplatin response. More than half of these genes are novel to cisplatin- or damage-response. Six out of seven primed genes tested were upregulated in response to cisplatin in additional cell lines, making them attractive candidates for future investigation. These novel candidates for cisplatin resistance could prove to be important prognostic markers or targets for tailored combined therapy in the future.

## 1. Introduction

Cisplatin (*cis*-diamminedichloroplatinum(II)) is a first-line chemotherapeutic drug broadly used in the treatment of multiple cancer types, including testicular, bladder, head and neck, cervical, and ovarian cancers [1]. After entry and activation in the cells by aquation, cisplatin reacts and binds purine bases in DNA, forming primarily di-adducts that distort the helical structure of DNA [2,3]. This cisplatin-induced DNA damage blocks transcription and replication and subsequently induces apoptosis in cancer cells. In human cells, this damage is repaired primarily by nucleotide excision repair (NER) [4,5,6,7].

The NER pathway [8,9] begins with the identification of a bulky DNA damage either directly by the excision repair factors or by a blocked RNA polymerase. The two different damage recognition mechanisms divide NER to two sub pathways: global genome repair (GGR) and transcription-coupled repair (TCR). After damage recognition, the subsequent steps of the two pathways are identical and include dual incisions of the damaged DNA strand, releasing an ~26 nt oligomer containing the damage, and leaving a short single stranded gap in the genome. This gap is then filled-in and ligated by a DNA polymerase and DNA ligase, using the undamaged strand as a template, resulting in an error-free repair [8,9]. Different types of damage are preferentially repaired by GGR or TCR. Mapping NER across the genome at single nucleotide resolution using XR-seq provides a precise tool for discriminating TCR and GGR patterns of repair [10,11,12]. When damage is removed primarily by TCR, repair is enriched at transcribed regions and preferential repair is observed in the transcribed strands of genes. In contrast, GGR which is not coupled to transcription does not exhibit this strand bias.

While therapy with cisplatin or its derivatives is generally effective, many cancers possess or develop resistance with time, resulting in recurrence [13]. Multiple pathways may lead to cisplatin resistance [14,15]. These include reducing the intracellular accumulation of the drug by either decreased uptake or increased efflux, and increased detoxification of the drug. The expression levels of proteins involved in these pathways have been linked to resistance. Copper transporter 1 (CTR1) was shown to increase cisplatin uptake, and the expression levels of the copper-extruding P-type ATPases, ATP7A and ATP7B, are associated with resistance [16]. Similarly, expression of the MRP2 enzyme, implicated in cisplatin efflux, negatively correlates to drug response [17,18,19]. Another enzyme that promotes resistance is glutathione S-transferase, which is involved in drug sequestration and inactivation [20,21,22]. Deficient NER sensitizes cells to cisplatin, and therefore, enhanced repair could contribute to resistance [15,23,24].

Here, we used comprehensive genomic characterization of a cisplatin-resistant cell culture model in order to identify possibly key factors in resistance. We found that resistance in these cells is obtained by lower DNA damage formation, without a significant change in repair rates. We identified a list of genes upregulated in the sensitive cells upon cisplatin treatment, that are already primed in the resistant cells, and that are promising novel candidates for cisplatin resistance.

As a model for cisplatin resistance, we used the p53 proficient A2780 ovarian cancer cell line [25], which is sensitive to cisplatin, and A2780cis, from here referred to as “Acis” cells, which was created after chronically exposing A2780 cells to increasing concentrations of cisplatin to create a cisplatin-resistant cell line (Supplementary Figure S1, [26]).

### 1.1. Lower Cisplatin Damage Formation but Similar Repair Kinetics in Acis Compared to A2780 Cells

From a DNA damage perspective, cisplatin resistance could be obtained either by lower initial damage levels or enhanced repair. To test damage formation, A2780 and Acis cells were treated with increasing doses of cisplatin and their genomic DNA was extracted and subjected to immuno-slot-blot analysis. Acis cells consistently exhibited lower initial damage levels compared to A2780 cells across low (1–50 µM) and high (50–200 µM) cisplatin doses (Figure 1A,B and Supplementary Figure S2). At very high doses (500 µM) the differences between the damage levels in the two cell lines diminished.

To test repair kinetics, cells were allowed to repair DNA after damage treatment and prior to DNA extraction and immuno-slot blot. Since cisplatin repair is relatively slow and requires several days, we assayed repair under conditions that allowed at least 50% A2780 cell survival. Due to the difference in damage formation between the sensitive and resistant cell lines, A2780 and Acis cells were treated with 10 µM and 20 µM cisplatin, respectively, to produce similar initial damage levels. Immuno-slot blot analysis of damage levels across time showed that A2780 and Acis cells exhibit similar repair kinetics (Figure 1C,D).

While immuno-slot blotting measures repair based on damage removal, the excision assay allows direct measurement of repair based on quantification of the excised oligo released during repair. This assay requires relatively high treatment doses and was performed 3 h after treatment of both cell lines with 200 µM cisplatin. Higher repair (~1.6-fold more excised oligos released) was observed in the sensitive A2780 cells compared to Acis cells (Figure 1E,F). However, this higher repair could be a product of the 1.4-fold higher level of damage observed in A2780 cells after treatment with 200 µM cisplatin (Supplementary Figure S2).

In contrast to cisplatin damage formation, which is influenced by cellular factors such as import, efflux, and detoxification, UV dimer formation is almost instantaneous. To isolate the kinetics of nucleotide excision repair independently of the kinetics of damage formation, we measured the repair of UV damage. Similar to cisplatin repair, measurement of UV-induced repair by the excision assay showed slightly (but not significantly) higher repair in A2780 cells compared to Acis cells (Figure 2A,B). Since in the excision assay we did not differentiate between the two major UV-induced types of damage, cyclobutene pyrimidine dimers (CPDs) and pyrimidine (6-4) pyrimidone photoproducts (6-4PPs), we also performed immuno-slot-blot analysis for both these types of damage. CPD repair kinetics was slightly higher in A2780 cells compared to Acis cells (Figure 2C,D), while 6-4PP repair kinetics was similar in both cell lines (Figure 2E,F). Most importantly, it does not appear that Acis cells have increased resistance to UV damage (Figure 2G). Together, these results indicate the cisplatin-resistance phenotype of Acis cells cannot be attributed to improved NER.

### 1.2. Comprehensive Genomic Characterization of the Cisplatin-Resistance Model

To identify differences in the genomic response to cisplatin-induced DNA damage, we profiled NER activity, transcription, and chromatin accessibility in cisplatin-sensitive and -resistant cells treated or untreated with cisplatin. We used XR-seq to map repair at single nucleotide resolution. Cells were incubated with cisplatin for 3 h, allowing sufficient time for damage induction and repair to begin. Following this, the excised oligos released during NER were captured and sequenced and cisplatin excision repair maps were created for each strand separately (Figure 3, Supplementary Figure S3). 

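RNA-seq libraries were prepared from A2780 cells, a cisplatin-sensitive ovarian cancer line, and from Acis cells, its cisplatin-resistant derivative, each either untreated or treated with 200 µM cisplatin for 3 h. Each of these 4 groups had 3 replicates, and all 12 libraries were analyzed. The paper describes wells seeded in triplicate per condition and does not state whether they came from separate cultures. The p-values for genes cover the spread between these libraries and may not cover that between independent cultures. The authors aligned the stranded single-end reads with STAR, removed PCR duplicates and counted the remaining reads on each gene with htseq-count. They deposited these raw counts without normalization. Between 4130644 and 5072216 reads per library were counted on genes, with a median of 4936338 in A2780 control, 4528526 in A2780 cisplatin, 4441025 in Acis control and 4655676 in Acis cisplatin libraries. The table lists 23622 genes by Ensembl identifier, each with at least 10 counts over the 12 libraries together. Positions, lengths and types of genes came from GENCODE release 44 on GRCh38, which holds 23513 of these identifiers. Counts were normalized by edgeR's TMM method and fitted in a model of the 4 groups over all 12 libraries. The 15760 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called with the paper's thresholds, an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Between replicates of the same group, the mean squared difference in counts per gene was 0.73 to 1.53 times the counting noise. It was below the counting noise in all 3 pairs of A2780 control libraries, in replicates 2 and 3 of Acis control, in replicates 2 and 3 of A2780 cisplatin and in replicates 1 and 2 of Acis cisplatin.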

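ATAC-seq maps accessible chromatin by the insertion of a transposase. The authors aligned its reads with Bowtie2, removed duplicates and reads on chromosome Y and on the mitochondrial genome, and called peaks with MACS2 in each replicate and in the pooled reads. Peaks that overlapped between all replicates were kept, and 1 list of peaks was deposited for each of the 4 conditions. The control lists came from 3 replicates each and the cisplatin lists from 2 replicates each. The A2780 control list holds 34979 peaks with a median width of 642 bp, the A2780 cisplatin list 32159 peaks with a median width of 566 bp, the Acis control list 24485 peaks with a median width of 619 bp and the Acis cisplatin list 27321 peaks with a median width of 507 bp. Each peak has a fold enrichment over the local background and a -log10 q-value. The paper gives a minimum of aligned reads per ATAC-seq sample, but the files hold no peaks or reads per replicate, so the depth behind each list is unknown and no difference between lists could be set against the spread between replicates. A peak was counted as shared when it overlapped a peak of the other list by at least 1 bp, using bedtools.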

In parallel, total stranded RNA-seq and ATAC-seq [27] were performed under the same conditions in cisplatin-treated and untreated A2780 and Acis cell lines to, respectively, establish differences in transcription and chromatin accessibility. 

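In the region of chromosome 3 from 150535931 to 150800463 (GRCh38), which contains the genes EIF2A, SELENOT, ERICH6 and SIAH2, 5 peaks were listed in A2780 control cells, 6 in A2780 cells after cisplatin, 4 in Acis control cells and 4 in Acis cells after cisplatin. All 4 lists held a peak at the start of EIF2A, which spanned 150546342 to 150547070 in A2780 control cells. Its fold enrichment was 25.1 in A2780 control, 21.0 in A2780 cisplatin, 27.3 in Acis control and 28.1 in Acis cisplatin cells. All 4 also held a peak near the start of SELENOT (150602946 to 150604062 in A2780 control), a peak from 150703318 to 150704297 and a peak at the start of SIAH2 (150763122 to 150764251). A peak from 150721239 to 150721840, with a fold enrichment of 7.79, had an overlapping peak in A2780 cisplatin cells and none in the Acis lists. EIF2A (ENSG00000144895) had 553 ± 5.82 normalized counts (SD, n = 3) in A2780 control and 632 ± 33.4 (SD, n = 3) in Acis control cells, a log2 fold change of 0.19 (standard error 0.05, adjusted p = 0.00134 from edgeR's quasi-likelihood test). SELENOT (ENSG00000198843) had 281 ± 18.5 and 290 ± 12.5 normalized counts (SD, n = 3) in the same groups, a log2 fold change of 0.04 with an adjusted p of 0.629 from the same test in edgeR. The log2 fold change of SIAH2 (ENSG00000181788) was 0.18, with an adjusted p of 0.0369 from edgeR and 0.184 from DESeq2. ERICH6 had 31 counts over the 12 libraries and was not tested. Across the 23622 genes, the Spearman correlation between A2780 control and Acis control counts, summed over the replicates, was 0.894, and between single libraries of these groups it was at least 0.888. Between replicates of A2780 control it was 0.978 to 0.979, so the lines differed by more than the spread between replicates. These correlations are across genes, which are not independent replicates. Of the A2780 control peaks, 20236 overlapped a peak of the Acis control list, and 17633 (50.4%) overlapped a peak in each of the other lists.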

In general, A2780 and Acis cell lines showed very similar repair, transcription, and chromatin accessibility profiles (Figure 3A, Supplementary Figure S4). Consistent with previous findings [11,28], the cisplatin repair signal positively correlated with both transcription levels at genes and with accessibility level at ATAC-seq peaks (Figure 3B,C). 

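Of the 24485 peaks listed in Acis control cells, 21571 overlapped a peak listed after cisplatin treatment and 2914 (11.9%) did not. Of the 27321 peaks listed in Acis cells after treatment, 5404 (19.8%) overlapped no peak of the control list. The peaks present in only the control list had a median -log10 q of 28.5, against 116 for the shared peaks, and those present in only the cisplatin list had a median of 16.1, against 55.0. Of the lost peaks, 97.7% had a -log10 q below the median of their list, and of the gained peaks, 91.1% did. The peaks covered 17139782 bp in Acis control and 15719609 bp in Acis cisplatin cells. When only the 20000 peaks with the highest -log10 q of each list were compared, 2483 peaks were lost and 2338 were gained. Equal list sizes make losses and gains nearly equal by construction, and a lost peak may lie lower in the full list. These numbers come from lists without replicates, so no test was made.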

Cisplatin treatment did not result in a large shift of accessibility. Compared to 34,979 initial ATAC-seq peaks in untreated A2780 cells, cisplatin treatment resulted in a loss of 9329 peaks and a gain of only 6152 peaks (Figure 3D). 

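In A2780 cells, 25650 of the control peaks overlapped a peak of the cisplatin list and 9329 (26.7%) did not, while 6152 (19.1%) of the cisplatin peaks had no counterpart in the control list. The covered length was 25318042 bp in A2780 control and 21262415 bp after treatment. The lost peaks had a median -log10 q of 26.3, against 68.0 for the whole control list, and 88.1% of them lay below that median. The gained peaks had a median -log10 q of 13.1, against 34.1 for the whole cisplatin list, and 93.7% of them lay below that median. With an overlap of at least 50% of the peak, 10530 peaks were lost and 6410 were gained. With a reciprocal overlap of at least 50%, 10836 were lost and 8016 were gained. Among the 20000 peaks with the highest -log10 q of each A2780 list, the numbers were 3405 lost and 3305 gained. Of the 9329 lost peaks, 1553 (16.7%) overlapped a peak of the Acis control list and 1660 (17.8%) a peak of the Acis cisplatin list. The paper sets the losses and gains beside the initial number of peaks and states that the treatment caused no large change in accessibility. It also reports that the ATAC-seq signal over shared peaks was neither gained nor lost, after treatment or between the lines.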

The ATAC-seq signal over shared peaks between cisplatin-treated or untreated A2780 and Acis cells did not show a gain or loss of accessibility between the two cell lines or after treatment (Figure 3E).

### 1.3. A Shift in the Balance of TCR vs. GGR in Acis Cells Compared to A2780 Cells

Cisplatin repair profiles over annotated genes in both cell lines indicate preferential repair by TCR evident by a pronounced bias towards repair of transcribed regions (Figure 3A) and the transcribed strand (Figure 4A,B). While repair was generally similar between A2780 and Acis cells, the balance between TCR and GGR appears to be altered. Acis cells exhibited a stronger bias than A2780 cells for transcribed strand repair. In contrast, cisplatin repair profiles at ATAC-seq accessibility peaks in non-transcribed regions was slightly elevated in A2780 cells (Figure 4C,D), indicating GGR was elevated in A2780 cells compared to Acis cells. We conclude that in Acis cells there is a shift in the balance between the two damage recognition pathways and TCR becomes more prominent.

### 1.4. Gene Expression Analysis Identifies Cisplatin-Responsive Genes Primed in Acis Cells Prior to Treatment

Consistent with cisplatin adducts blocking RNA polymerases, analysis of differentially expressed genes after cisplatin treatment identified more downregulated than upregulated genes (Figure 5A–C). 

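Comparing A2780 cisplatin with A2780 control libraries, 652 genes were higher and 233 were lower past both thresholds, so that 26.3% of the changed genes were lower. In Acis cells, 258 genes were higher and 59 were lower, or 18.6% lower. Without the threshold on the fold change, 3347 genes were higher and 4451 were lower in A2780, and 1474 were higher and 1962 were lower in Acis, which is 57.1% lower in both lines. In A2780, the higher genes past both thresholds had a median of 13.5 counts per library and the lower genes a median of 15.4, against 162 for all tested genes, and 49.1% of the higher and 33.5% of the lower genes were lncRNAs. With at least 50 counts on average required, 100 genes were higher and 29 were lower in A2780. With each library left out in turn, 654 to 772 genes were higher and 239 to 274 lower in A2780, and 217 to 281 were higher and 54 to 76 lower in Acis. When total counts alone served as library size, which raised the median log2 fold change of all tested genes from -0.01 to 0.10 in A2780 and from 0.01 to 0.07 in Acis, the direction at the adjusted p-value alone changed, with 36.6% lower in A2780 and 37.6% lower in Acis. Among genes past both thresholds with groups that did not overlap and at least 100 normalized counts in the higher group, the 3 largest falls in A2780 were in ENSG00000279133, H1-3 and TMEM131L. TMEM131L (ENSG00000121210, chromosome 4 of GRCh38 from 153466346 to 153636711) fell from 315 ± 6.83 to 122 ± 7.78 normalized counts (SD, n = 3), a log2 fold change of -1.37 (standard error 0.08, adjusted p = 8.04e-14 from edgeR's quasi-likelihood test). H1-3, one of the replication-dependent histone genes, which have near-identical copies (ENSG00000124575, chromosome 6 from 26234212 to 26234987) fell from 379 ± 19.1 to 142 ± 17.6 normalized counts (SD, n = 3) in A2780 and from 366 ± 7.93 to 121 ± 10.3 (SD, n = 3) in Acis.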

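Between Acis control and A2780 control cells, 1101 genes were higher and 1917 were lower in Acis past both thresholds, so that 63.5% of the changed genes were lower. At the adjusted p-value alone, 4447 were higher and 4829 were lower, or 52.1% lower, and with at least 50 counts on average required this share was 47.9%. By the same rule for naming genes, the 3 largest rises and the 3 largest falls were in genes with no count in the 3 control libraries of the other line, so that each fold is a lower bound set by a floor of 3 counts. PDLIM1 (ENSG00000107438, chromosome 10 of GRCh38 from 95237572 to 95291012) had 245 ± 10.0 normalized counts (SD, n = 3) in Acis control, at least 249-fold higher than in A2780 control. PRDM16 (ENSG00000142611, chromosome 1 from 3069168 to 3438621) had 180 ± 19.6 normalized counts (SD, n = 3), at least 183-fold higher. The lncRNA gene ENSG00000287853 (chromosome 20 from 34132270 to 34136485) had 382 ± 4.92 (SD, n = 3), at least 388-fold higher. In the other direction, the lncRNA gene DLX6-AS1 (ENSG00000231764, chromosome 7 from 96955141 to 97014088) had 2067 ± 12.7 normalized counts (SD, n = 3) in A2780 control and was at least 1902-fold lower in Acis control. ZFHX4 (ENSG00000091656, chromosome 8 from 76681239 to 76867281) had 1141 ± 58.1 (SD, n = 3) and was at least 1049-fold lower, and PAX2 (ENSG00000075891, chromosome 10 from 100735396 to 100829944) had 1065 ± 19.6 (SD, n = 3) and was at least 980-fold lower. The adjusted p-values of these 6 genes ranged from 4.16e-29 for DLX6-AS1 to 1.08e-17 for PRDM16 (edgeR's quasi-likelihood test).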

We do not observe such differences in comparing expression between the sensitive and resistant cell lines (Figure 5D). Gene length distribution showed that downregulated genes following cisplatin treatment were significantly longer, consistent with their higher probability to contain damage (Figure 5E,F).

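Gene length was taken from the annotated start to the annotated end. In A2780, the 228 lower genes with an annotated length had a median of 13852 bp and the 647 higher genes a median of 4410 bp. The difference in mean log10 length was 0.510 (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give). In Acis, the order at these thresholds was the opposite, with a median of 1791 bp for 58 lower and 5569 bp for 255 higher genes and a difference of -0.323 (permutation p = 0.00354). The lower Acis genes included short replication-dependent histone genes, among them H1-3 (776 bp), H2AC16 (482 bp) and H3C11 (502 bp). No comparison of lengths left the histone genes out. At the adjusted p-value alone, lower genes were longer in both lines, with medians of 80288 and 8704 bp in A2780 (difference 0.934) and 109969 and 13261 bp in Acis (difference 0.815, permutation p = 1e-05 in each). All annotated genes had a median of 3612 bp and the tested genes a median of 24251 bp. Against all annotated genes, the lower genes differed by 0.616 in A2780 (permutation p = 1e-05) and by -0.067 in Acis (permutation p = 0.617). Against the tested genes, the difference of the lower A2780 genes was -0.102 (permutation p = 0.0389). With lower and higher genes compared at equal expression, the difference was 0.450 in A2780 (permutation p = 1e-05) and -0.323 in Acis (permutation p = 0.00185). Over all tested genes, called or not, the median log2 fold change after cisplatin in A2780 was 0.22 for the 3869 genes of 1 to 10 kb and -0.47 for the 514 genes over 300 kb. In Acis it was 0.09 and -0.24 for the same genes. Per library, the slope of the log2 change against log10 length over 10887 genes with at least 50 counts on average was -0.351 ± 0.011 (SD, n = 3) in A2780 cisplatin and -0.151 ± 0.017 (SD, n = 3) in Acis cisplatin libraries. All 3 A2780 slopes were steeper than all 3 Acis slopes (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Genes are not independent replicates, so the p-values over genes describe the lists and not the libraries.

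**Figure D1:**
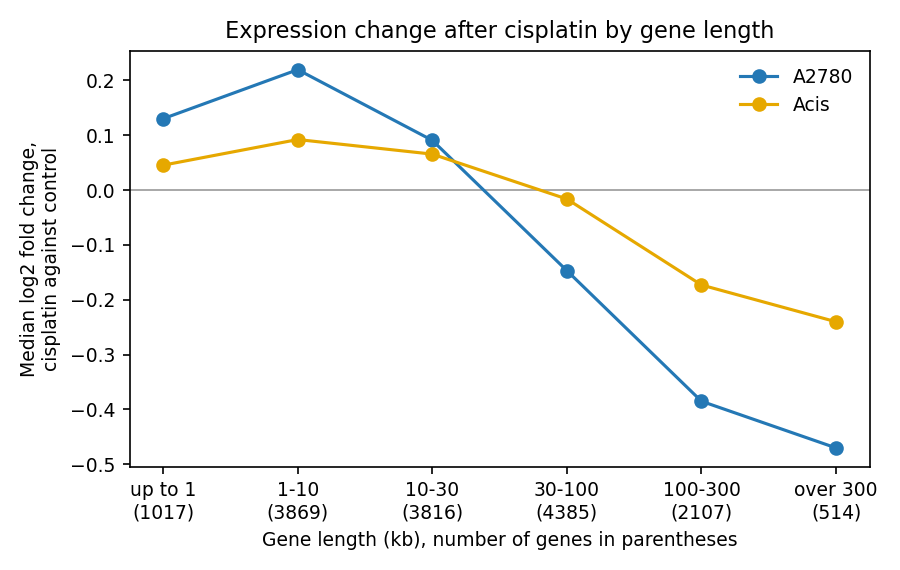
Median log2 fold change after cisplatin (vertical axis) of all tested genes in 6 classes of gene length in kb (horizontal axis, number of genes in parentheses), in A2780 (blue) and Acis (yellow). The medians run from 0.22 at 1 to 10 kb to -0.47 over 300 kb in A2780 and from 0.09 to -0.24 in Acis.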

Since downregulated genes could be a direct consequence of RNA polymerases blocked by cisplatin adducts, we focused on genes that were upregulated following cisplatin treatment. Using a minimum log_2_ fold change of 1 and a maximum adjusted *P* value of 0.05 as a cutoff, we found that more genes were upregulated in sensitive A2780 cells compared to resistant Acis cells (580 vs. 118 genes, respectively, Figure 5B,C, and Supplementary Tables S1–S6). 

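Of the 652 genes higher after cisplatin in A2780, 146 were also called higher in Acis and 601 had a rise of any size in Acis. With all libraries thinned to 4130644 counts, the total of the smallest library, 605 genes were higher in A2780 and 242 in Acis. With DESeq2 on all genes of the table, 646 genes were higher in A2780 and 143 in Acis. The first of these lists contained all 580 genes of the paper's Table S1 and the second all 118 genes of the paper's Table S2. Of the Table S1 genes, 483 passed edgeR's filter on low counts and all 483 were called by edgeR. By the rule that asks for groups that do not overlap and at least 100 normalized counts in the higher group, the 3 largest rises in A2780 were in JUN, FOS and DUSP1. JUN (ENSG00000177606, chromosome 1 of GRCh38 from 58776845 to 58784048) rose from 10.6 ± 2.21 to 139 ± 17.4 normalized counts (SD, n = 3), a log2 fold change of 3.72 (standard error 0.18, adjusted p = 6.67e-15 from edgeR's quasi-likelihood test). FOS (ENSG00000170345, chromosome 14 from 75278826 to 75282230) rose from 73.7 ± 1.92 to 828 ± 6.00 normalized counts (SD, n = 3) in A2780 and from 74.1 ± 6.42 to 270 ± 7.51 (SD, n = 3) in Acis. Its log2 fold change was 3.49 (standard error 0.06, adjusted p = 1.65e-24) in A2780 and 1.87 (standard error 0.08, adjusted p = 2.92e-14) in Acis, from the same test in edgeR. DUSP1 (ENSG00000120129, chromosome 5 from 172768096 to 172771195) had a log2 fold change of 2.67 in A2780 and 0.99 in Acis. In Acis, the largest rise by this rule was in the lncRNA gene MIRLET7IHG (ENSG00000257354, chromosome 12 from 62602752 to 62622213), from 16.7 ± 1.25 to 102 ± 13.4 normalized counts (SD, n = 3), a log2 fold change of 2.60 against 2.11 in A2780. The difference between these 2 changes was not past the threshold (adjusted p = 0.213, interaction contrast in edgeR).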

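The difference between the cisplatin effects in the 2 lines was tested gene by gene as an interaction contrast of the same model, at an adjusted p-value under 0.05 without a threshold on the fold change. The effect differed for 2976 genes. It was more positive in Acis for 2113 genes, of which 2065 had a negative log2 fold change in A2780, and more negative for 863 genes, of which 836 had a positive one. For 2596 (87.2%) of these genes, the absolute change was smaller in Acis. Of the 652 genes higher after cisplatin in A2780, 142 had a smaller change in Acis by this test and 2, PHLDA1 and NFKBIZ, named after their values were seen, had a larger one. Of the 233 genes lower in A2780, 69 had a smaller change in Acis and none a larger one. Over the genes called in A2780, the slope of Acis on A2780 log2 fold changes was 0.449, and over the genes called in Acis it was 0.825. The choice of genes in a line inflates the changes in that line, and over the genes called in Acis the median ratio of the changes was 1.12. With each library left out in turn, the slopes were 0.411 to 0.477 and 0.796 to 0.944. The number of genes with a more positive effect was then 1713 to 2195. The number with a more negative effect was 525 to 926, with 525 without replicate 1 of Acis control and 550 without replicate 2 of Acis cisplatin. With DESeq2, the effect was more positive for 1100 genes and more negative for 298. With total counts alone as library size, the effect was more negative for 1572 genes, which then outnumbered those with a more positive effect. This scaling moved the median interaction of all tested genes from 0.03 to -0.03 on the log2 scale. JUN had an interaction of -2.56 (standard error 0.25, adjusted p = 1.14e-07) and FOS of -1.62 (standard error 0.13, adjusted p = 4.51e-09) on the log2 scale, from edgeR's quasi-likelihood test. In the other direction, the largest interaction by the rule for naming genes was in FILIP1L (ENSG00000168386, chromosome 3 of GRCh38 from 99828811 to 100114513), at 1.57 (standard error 0.36, adjusted p = 0.00289 from the same test in edgeR), with 705 ± 25.1 normalized counts (SD, n = 3) in A2780 control and 5.42 ± 0.92 (SD, n = 3) in Acis control. The common dispersion was 0.000178 in A2780 and 0.000484 in Acis libraries fitted on their own.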

The lower transcriptional response in resistant cells could be a consequence of the lower damage levels. Alternatively, higher basal expression of damage-responsive genes in resistant cells could be the underlying reason for the lower damage levels. 

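Lists of immediate-early genes, which are the first to be induced by a stimulus, of p53 target genes and of genes of nucleotide excision repair (NER) were tested with limma's camera on the edgeR model. There were 25 such tests, of 5 lists in 5 comparisons. Single genes of a list were counted as higher or lower at the adjusted p-value alone, without the threshold on the fold change. In A2780, the 37 tested immediate-early genes rose after cisplatin by a median log2 fold change of 1.21 (adjusted p = 8.66e-36 over 5 lists). At the adjusted p-value alone, 33 genes were higher when adjusted over all genes tested, and 34 genes changed when adjusted over the list alone. Before treatment, their median log2 fold change between Acis and A2780 was 0.35 (adjusted p = 0.012), with 20 genes higher and 9 lower in Acis, and 29 changed when adjusted over the list alone. EGR1 (ENSG00000120738, chromosome 5 of GRCh38 from 138465479 to 138469303) had 349 ± 11.8 normalized counts (SD, n = 3) in A2780 control and 1153 ± 37.9 (SD, n = 3) in Acis control, a log2 fold change of 1.73 (standard error 0.04, adjusted p = 9.44e-23 from edgeR's quasi-likelihood test). PLK2 (ENSG00000145632, chromosome 5 from 58453982 to 58460139) had 173 ± 7.44 and 702 ± 36.6 normalized counts (SD, n = 3) in the same groups. ATF3 (ENSG00000162772, chromosome 1 from 212565334 to 212620777) went the other way, with 126 ± 6.21 normalized counts (SD, n = 3) in A2780 control and 16.6 ± 3.55 (SD, n = 3) in Acis control. The 27 tested p53 target genes rose by a median of 0.28 in A2780 (adjusted p = 2.94e-08, 17 higher at the adjusted p-value alone and 20 changed when adjusted over the list alone). Before treatment, they were lower in Acis by a median log2 fold change of -0.10, not past the threshold with camera (adjusted p = 0.0918) and past it with fry (adjusted p = 7.31e-09), with 5 genes higher and 13 lower in Acis and 19 changed when adjusted over the list alone. CDKN1A (ENSG00000124762, chromosome 6 from 36676460 to 36687337) had a log2 fold change of -1.80 between Acis and A2780 control cells (standard error 0.07, adjusted p = 5.64e-19 from edgeR's quasi-likelihood test). The 25 tested NER genes had a median log2 fold change of 0.03 between Acis and A2780 control cells (adjusted p = 0.877 with camera and 0.00343, toward lower, with fry), with 7 genes higher and 8 lower in Acis and 15 changed when adjusted over the list alone. The calls on the immediate-early list in both comparisons and the call on the p53 list in A2780 also held with limma's fry. The lists of immediate-early and p53 target genes share 2 genes, and 3 immediate-early genes are among the 7 that the study tested by real-time PCR.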

We identified a list of 56 “primed” genes—genes that were upregulated after cisplatin treatment in A2780 cells, and were expressed at higher levels in Acis cells compared to A2780 cells prior to treatment (Figure 5G). Of these, 25 were previously reported as associated with the DNA damage response or cisplatin resistance (Supplementary Table S7). 

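With edgeR and both thresholds, 81 of the 652 genes higher after cisplatin in A2780 were higher in Acis control than in A2780 control cells, 67 were lower and 504 were neither. The sizes of the lists over the 15760 tested genes give 45.6 genes for the first overlap (odds ratio 1.96, one-sided Fisher's exact test, p = 2.48e-07) and 79.3 for the second (p = 0.0719 for an overlap this small). The share of higher against lower genes, 81 against 67, did not differ from an even split (two-sided exact binomial test, p = 0.285). Of all genes changed between the control groups, 36.5% were higher, a smaller share (two-sided Fisher's exact test, p = 4.21e-06). With genes of the same mean count as the background, chance gives 71.9 primed genes when the mean is taken over all libraries, 93.1 over the A2780 libraries and 180 over A2780 control libraries. In 20 simulations in which the differences between the lines were moved to other genes of similar expression, 59 to 92 genes were primed, a range that holds 81. The same simulations gave 137 to 166 induced genes lower in Acis control, a range that does not hold 67. Both comparisons use the same A2780 control libraries, and when each used different ones of them, the overlap was 53 to 67 genes, or 1.21 to 1.53 times the number from the list sizes. With each library left out in turn, 73 to 88 genes were primed, and with the adjusted p-value alone 1102 were. DESeq2 on all genes gave 61. The primed genes had a median log2 fold change of 1.62 after cisplatin in A2780, or 1.57 with ANKH and GALNT17, which had no count in A2780 control libraries, at their lower bound. GALNT17 was named after its values were seen. In Acis the median log2 fold change of the primed genes was 0.42. The 504 genes that were neither higher nor lower in Acis control had medians of 1.38 and 0.71, and the 67 lower genes 1.27 and 1.14. The interaction was past its threshold, with a smaller change in Acis, for 48 of the primed genes (59.3%) and for 91 of the 504 others (18.1%), and the mean interaction of the primed genes was lower by 0.626 on the log2 scale (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give). This test does not take into account that the genes were chosen on control libraries that the interaction also uses. In the same simulations, with the genes chosen in the same way, the median shares were 42.9% of the primed genes (at most 51.3%) and 29.2% of the others. FGF22, SNAI1, JUN and ENSG00000261026, of which FGF22 and ENSG00000261026 were named after their values were seen, were the 4 primed genes also called higher after cisplatin in Acis. The median of the primed genes was 6.40 normalized counts in A2780 control, 19.9 in A2780 cisplatin, 26.0 in Acis control and 34.1 in Acis cisplatin cells, and 66 of the 81 genes were at least as high in Acis cisplatin as in A2780 cisplatin cells. The paper raises higher basal expression of damage-responsive genes as a possible reason for the lower damage levels in resistant cells. Its other possibility is that the lower response follows from the lower damage. It calls genes primed by expression alone, when they rose after cisplatin in A2780 and were higher in untreated Acis cells.

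**Figure D2:**
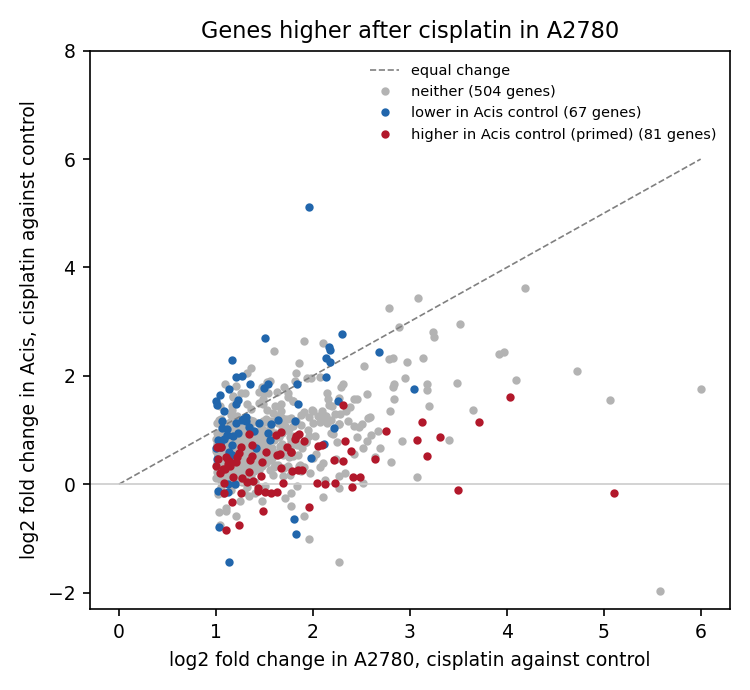
Log2 fold change after cisplatin in Acis (vertical axis) against A2780 (horizontal axis) for the 652 genes higher after cisplatin in A2780, with 81 primed genes in red, 67 genes lower in Acis control in blue and 504 others in grey, and a dashed line of equal change. All 81 primed genes, 45 of the 67 lower genes and 461 of the 504 others lie below the line.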

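Of the 81 primed genes called with edgeR, 52 are among the 56 genes of the paper's Table S7, and 24 of these 52 are marked there as reported. Of the 4 other genes of that table, ENSG00000258334 and GNMT did not pass edgeR's filter on low counts, and ENSG00000278000 and SNORA3B, with log2 fold changes of 0.99 between Acis and A2780 control cells, were just under the threshold of 1. These 4 genes were named after their values were seen. All 56 genes were among the 61 that DESeq2 gave.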

For seven of the primed genes, which had a basal expression level above a threshold of RPKM > 70 in Acis cells and that passed real-time PCR primer validation, we conducted quantitative real-time PCR to establish whether their expression was also upregulated in three additional cell lines: 293T (transformed human embryonic kidney cells), A549 (lung adenocarcinoma cancer), and U2OS (bone osterosarcoma) (Figure 5H). These genes were ARC, EGR2, MYLIP, OSGIN1, RHOV, TBR1, and SNAI1. 

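RPKM was computed from the counts, with the counts on genes as library size and the union of exons as length. In Acis control cells it was 25.9 ± 0.400 (SD, n = 3) for TBR1, the highest of the 7 genes tested by real-time PCR, and 5.40 ± 0.416 (SD, n = 3) for OSGIN1, the lowest. All 7 genes were below 70 RPKM, and 1 of the 81 primed genes was above it. On the scale of TMM-normalized counts per library, the means of the 7 genes ranged from 73.2 to 1147 in Acis control cells, all above 70, as were those of 26 of the 81 primed genes. Single Acis control libraries were under 70 for SNAI1 (60.7 in replicate 2) and RHOV (60.4 in replicate 3). In A2780 control cells the RPKM of the 7 genes ranged from 0.0586 for TBR1 to 3.64 for ARC.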

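ARC (ENSG00000198576, chromosome 8 of GRCh38 from 142611049 to 142614479) had 51.7 ± 5.25 normalized counts (SD, n = 3) in A2780 control, 220 ± 12.3 in A2780 cisplatin, 297 ± 27.5 in Acis control and 493 ± 38.1 in Acis cisplatin cells. Its log2 fold change after cisplatin was 2.09 in A2780 (standard error 0.12, adjusted p = 9.89e-14) and 0.73 in Acis (standard error 0.07, adjusted p = 3.95e-09), and 2.53 between the control cells of the 2 lines (standard error 0.11, adjusted p = 3.73e-17), all from edgeR's quasi-likelihood test. SNAI1 (ENSG00000124216, chromosome 20 from 49982980 to 49988886) rose from 11.2 ± 3.19 to 98.4 ± 9.53 normalized counts (SD, n = 3) in A2780 and from 73.2 ± 11.7 to 161 ± 14.3 (SD, n = 3) in Acis. MYLIP (ENSG00000007944, chromosome 6 from 16129086 to 16148248) rose from 3.29 ± 1.47 to 22.8 ± 2.28 normalized counts (SD, n = 3) in A2780 and from 94.5 ± 10.4 to 188 ± 20.1 (SD, n = 3) in Acis. OSGIN1 (ENSG00000140961, chromosome 16 from 83931311 to 83966332) and RHOV (ENSG00000104140, chromosome 15 from 40872214 to 40874234) had log2 fold changes of 1.22 and 1.13 in A2780 and 0.50 and 0.38 in Acis. The change of RHOV in Acis had an adjusted p of 0.0362 from edgeR and 0.290 from DESeq2. With each library left out in turn it ranged from 0.22, without replicate 3 of Acis control, to 0.52, and was not past the threshold in 4 of 12 fits. EGR2 (ENSG00000122877, chromosome 10 from 62811996 to 62819167) rose in A2780 by a log2 fold change of 1.63 (adjusted p = 1.57e-07, edgeR) and did not change past the threshold in Acis (-0.15, adjusted p = 0.0684, edgeR), except in 1 of the 12 fits. TBR1 (ENSG00000136535, chromosome 2 from 161416297 to 161425870) had 2.62 ± 1.07 normalized counts (SD, n = 3) in A2780 control and 7.73 ± 2.10 after cisplatin, against 1147 ± 14.9 in Acis control and 1041 ± 15.1 after cisplatin. Its log2 fold change was 1.51 in A2780 (adjusted p = 0.0117, edgeR, and not past the threshold in 2 of the 12 fits) and -0.14 in Acis (adjusted p = 0.00405 from edgeR and 0.0512 from DESeq2). Between the control cells of the 2 lines, the log2 fold changes of the 7 genes ranged from 1.96 for RHOV to 8.71 for TBR1. The interaction was negative for all 7 genes, from -0.73 for OSGIN1 to -1.99 for SNAI1 on the log2 scale, with adjusted p-values of 0.0471 for OSGIN1 and 0.0388 for RHOV from edgeR and of 0.113 and 0.108 from DESeq2. It was not past the threshold in 10 of the 12 fits for OSGIN1, in 7 for RHOV and in 3 for TBR1. As a list, the 7 genes had a median log2 fold change of 1.63 in A2780 (adjusted p = 1.33e-06 with camera in limma) and a median interaction of -1.65. The study chose these genes on the same libraries, so their tests are no independent evidence.

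**Figure D3:**
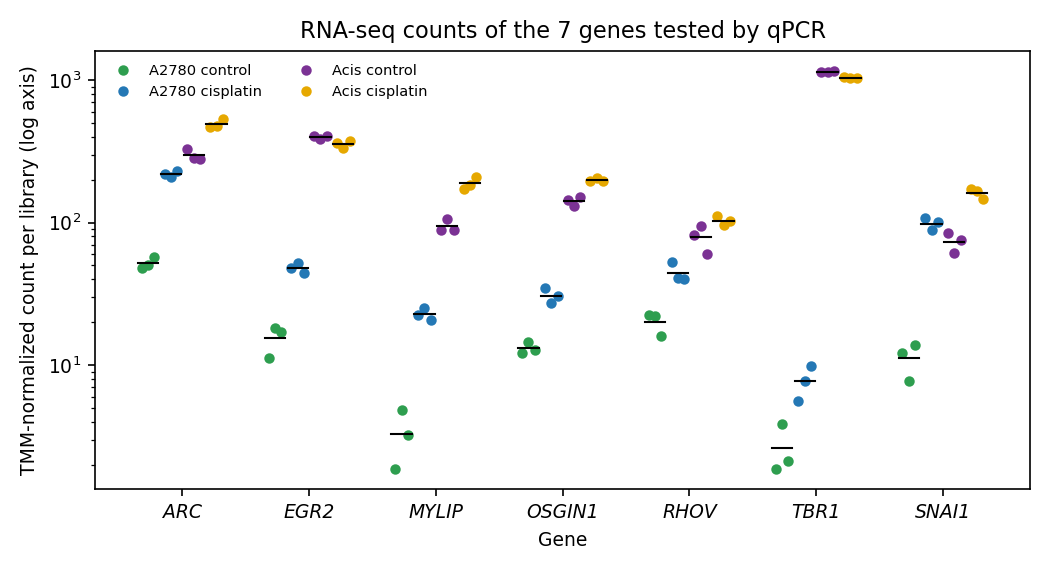
TMM-normalized counts per library (vertical log axis) of the 7 genes tested by real-time PCR in A2780 control (green), A2780 cisplatin (blue), Acis control (purple) and Acis cisplatin (yellow) cells, with 1 point per library and black bars at the means of 3. In A2780, all cisplatin points lie above all control points for each gene, and the Acis control means run from 73.2 for SNAI1 to 1147 for TBR1.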

While SNAI1 was previously reported as a cisplatin-responsive gene [29], the involvement of the other six genes in cisplatin response has not been previously reported. With the exception of one gene (OSGIN1), all the genes were upregulated in additional cell lines upon treatment with cisplatin. This strengthens the probability that they are indeed involved in the cisplatin response, making them attractive candidates for future studies.

## 2. Discussion

While cancer therapy is constantly improving and new personalized approaches develop, the use of systemic platinum treatment is still a first line of defense for many cancers, and cisplatin-resistance is still a major obstacle for successful recovery. There are multiple paths for obtaining cisplatin resistance, and therefore each experimental model may reflect distinct resistance mechanisms, and could be relevant for distinct cancer samples. To study a possible path to resistance, we used the model cancer cell lines of A2780 and their resistant derivatives, Acis, which share a genetic background. This allows us to pinpoint the changes associated with cisplatin resistance, in contrast to a study that would have compared sensitive and resistant cell lines from different sources.

Cisplatin kills cancer cells by damaging their DNA. From the DNA damage and repair perspective, similar to a previous report [30], our results show the resistant cell line accumulates less damage. This lower damage accumulation is not due to faster repair, as overall NER efficiency is similar in both resistant and sensitive cells. These results are consistent with recent study of oxaliplatin-sensitive and -resistant colon cancer cell lines [28]. As in lymphoblast and colorectal cancer cell lines, our genome-wide maps of cisplatin removal showed higher NER in transcribed and accessible regions of the genome [11,28,31]. We find that the balance between transcription-coupled and global NER was shifted towards transcription-coupled repair in the resistant cell line. A preference for transcription-coupled repair over global NER could be beneficial in coping with damage, as transcription-coupled repair will prioritize repair of transcribed regions, allowing cells to resume function faster. Furthermore, higher transcription-coupled repair could allow transcription to continue, explaining the attenuated transcriptional response to damage in resistant cells. However, we cannot conclude that this is a general mechanism for resistance since a parallel study in colorectal cancer cell lines actually reported an opposite shift, towards global genome repair in resistant cell lines [28].

Previous studies have shown that cisplatin damage formation is relatively uniform across the genome, dictated primarily by the frequency of target G-G dinucleotides [11,32,33]. Accessible regions in the genome are not associated with overall higher damage formation [11], but this and previous works show that repair is significantly enhanced at these regions [11,28]. Similar findings were reported for UV-induced damage [10,31,34]. 

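At the promoters, taken as 1000 bp on each side of the annotated start of 15708 tested genes, 69.3% had a peak in A2780 control, 70.4% in A2780 cisplatin, 63.0% in Acis control and 67.0% in Acis cisplatin cells. In A2780, 334 of these promoters lost a peak after treatment and 518 gained a peak. Of the 81 primed genes, 44 had a promoter peak in A2780 control, 47 in A2780 cisplatin, 43 in Acis control and 47 in Acis cisplatin cells. The 238 genes with a promoter peak in the Acis control list but not in the A2780 control list had a median log2 fold change in expression of 0.78 between these lines, and the 1224 genes with the opposite pattern had a median of -0.21. The 9655 genes with a peak in both lists had a median of -0.01. None of the lists has replicates to test these shares.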

Here, we measured alteration in chromatin accessibility three hours after cisplatin treatment, and did not find a significant shift in accessibility in either the sensitive or resistant cells. This is in contrast to a recent report that UV-treatment increases chromatin accessibility in skin fibroblasts [35]. In our hands, the transcriptional response to cisplatin is also more attenuated than the response to UV even in the same cell type (data not shown). These attenuated responses may reflect the different structure and properties of cisplatin- and UV- induced damage.

In general, repair, chromatin accessibility, and transcriptional profiles in the sensitive and resistant cell lines were very similar. 

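After cisplatin treatment, the Spearman correlation between A2780 and Acis across genes was 0.897 for summed counts and 0.892 to 0.894 between single libraries, against 0.980 to 0.981 between replicates of A2780 cisplatin. Past both thresholds, 1148 genes were higher and 1883 were lower in Acis cisplatin than in A2780 cisplatin libraries. Of the peaks listed in A2780 cells after cisplatin, 21477 overlapped a peak of the Acis cisplatin list and 10682 (33.2%) did not, and 5549 (20.3%) of the peaks of the Acis cisplatin list had no counterpart in A2780.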

Since NER efficiency did not appear to play a significant role in resistance, we focused on differences in gene expression that could drive the resistance phenotype. Studying gene expression changes in response to damage is complicated by the fact that cisplatin adducts block RNA polymerases. Thus, we focused on upregulated genes. The ability to compare differentially expressed genes in the resistant cell line, to a list of genes induced by cisplatin in the same genetic background allowed us to pinpoint 56 candidate “primed genes” implicated in resistance. Many of these primed genes were previously implicated in cisplatin or DNA damage response, but many are not yet characterized. Of the six previously unreported genes we tested, five showed increased expression after cisplatin treatment in additional cell lines. SNAI1, which was also on our list, has been associated with cisplatin response. Its disruption is associated with sensitivity and its overexpression with resistance to the drug [29,36,37,38]. Similar future studies into ARC, EGR2, MYLIP, RHOV, and TBR1, and other candidates from our list, will be beneficial to determine their involvement in cisplatin resistance, or DNA damage response.

There are currently over 1200 ongoing clinical trials involving cisplatin. (https://clinicaltrials.gov/ accessed on 28 May 2021). Many of these involve combination therapies geared towards overcoming resistance. Since cisplatin resistance is multifactorial, there are multiple avenues for overcoming it, recently reviewed in [14]. These include drugs that target DNA repair and cell cycle mechanisms that allow cancer cells to cope with cisplatin-induced damage. As new candidates for resistance are identified, new avenues for efficient, cancer-selective therapies can be developed to improve treatment and survival.

## 3. Materials and Methods

### 3.1. Cell Culture and Treatment

A2780 and Acis cells (Sigma-Aldrich 93112519 and 93112517, Rehovot, Israel) were grown in RPMI 1640 Medium (Biological Industries 01-100-1A, Beit Haemek, Israel) supplemented with 10% FBS (Gibco 10270106, Rhenium, Modi’in, Israel), 2 mM glutamine (Biological Industries 03-020-1B, Beit Haemek, Israel), 1 mM sodium pyruvate (Biological Industries 03-042-1B, Beit Haemek, Israel), 100 units/mL penicillin, 0.25 mg/mL streptomycin (Biological Industries 03-031-1B, Beit Haemek, Israel). Every three passages Acis cells were treated with 1 µM cisplatin (Pharmachemie BV, Teva group 031 30 25429 05, Haarlem, The Netherlands). 293T and A549 cells were grown in DMEM medium (Biological Industries 01-055-1A, Beit Haemek, Israel) supplemented with 10% FBS, 2 mM glutamine, 1 mM sodium pyruvate, 100 units/mL penicillin, and 0.25 mg/mL streptomycin. U2OS cells were grown in DMEM medium supplemented as described but without sodium pyruvate. Mycoplasma was monitored every 3–4 months.

### 3.2. UV and Cisplatin Treatment

For damage treatment, cells were grown to ~80% confluence in 60 mm or 100 mm dish, culture medium was removed, cells were washed once in PBS and were treated with either UV or cisplatin. For UV experiments cells were irradiated using UVC lamp (254 nm, UVP XX15S, 95-0042-09) with different doses according to the experiment. For cisplatin treatment, cells were incubated with media containing cisplatin at different doses. For repair experiments, media with cisplatin was removed after an initial incubation and replaced with fresh culture for the indicated time.

### 3.3. Cell Viability Assay

A2780 and Acis cells were seeded in 96-well plates at 10,000–14,000 cells per well. Cells were treated with different doses of either cisplatin or UV. Viability was measured 48 h post treatment using CellTiter-Glo^®^ Luminescent Cell Viability Assay Kit (Promega #G7571, Biological Industries, Beit Haemek, Israel) according to manufacturer’s instructions. Viability luminescent was measured using Cytation 3 Imaging Reader (BioTek, Winooski, VT, USA).

### 3.4. Immuno-Slot Blot Assay

DNA was extracted using PureLink Genomic DNA Mini Kit (Invitrogen, K1820-01). DNA (200–500 ng per well, two technical replicates per sample) was vacuum-transferred to a nitrocellulose membrane using the Bio-Dot or bio-dot SF apparatus (Bio-Rad, 1706542/5, Rishon LeZion, Israel). The membrane was baked at 80 °C for 90 min in a Bio-Rad’s Gel Dryer model 583, blocked in 5% milk, then incubated with damage-specific primary antibodies: anti 6-4 PP diluted 1:2000 (Cosmo bio, NM-DND-002, Otaru, Hokkaido, Japan), anti CPD diluted 1:4000 (Cosmo bio, CAC-NM-DND-001, Otaru, Hokkaido, Japan), and anti-cisplatin diluted 1:5000–1:15,000 (abcam, 103261, Cambridge, UK). After incubation with an HRP-conjugated secondary antibody, NA931 or NA935 (Cytiva, Marlborough, MA, USA) for UV damage and cisplatin damage, respectively, the damage signal was detected using Enhanced chemiluminescence (ECL™ Prime Western Blotting System, Cytiva, RPN2232, Marlborough, MA, USA). Genomic DNA amount loaded onto the membrane was quantified using SYBR™ Gold Nucleic Acid Gel Stain (Invitrogen, S11494, Carlsbad, CA, USA), and the damage signal was normalized according to SYBR-Gold signal using ImageJ software version 1.5.1j8 and Image Lab version 6.0 Bio-Rad.

### 3.5. Purification and Detection of Excision Products

The chemiluminescent excision assay was performed as described previously [39], with several modifications. In brief, culture medium was removed, cells were trypsinized and harvested in ice-cold media, centrifuged, and washed twice in ice-cold PBS. Cell pellets were resuspended in 400 μL lysis buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100), and incubated at 4 °C for 15 min on a rotary mixer. During the initial lysis, 50 fmol of a 50 nt oligomer was added as spike-in DNA for internal control. Low molecular weight DNA was isolated by centrifugation at maximum speed (16,873 g) for 30 min at 4 °C. The supernatant was treated with 1 µg/µL RNaseA (Sigma-Aldrich R4642, Rehovot, Israel) and 8 units/mL proteinase K (NEB, #P8107S, Ipswich, MA, USA) for 30 min at 55 °C. Samples were purified by phenol/chloroform extraction followed by ethanol precipitation. To remove high molecular weight DNA contaminants, 1.2X PCR cleanup beads (MagBio, AC-60005, Gaithersburg, MD, USA) were used for reverse size selection, followed by an additional ethanol precipitation. For biotin labeling, samples were incubated with 4 units of terminal deoxynucleotidyl transferase (NEB #M0315, Ipswich, MA, USA) and 20 μM biotin-16-ddUTP (Merck, 11427598910, Kenilworth, NJ, USA) for 1 h at 37 °C according to the manufacturer’s protocol. Biotinylation reaction was stopped by adding stop buffer (50 mM Tris pH 8, 10 mM EDTA, 0.4% SDS, 20 µg/mL glycogen). Biotin-labeled excision products were then precipitated with ethanol, resolved in a 12% urea-polyacrylamide gel, and transferred at 25 V for 30 min to hybond N+ nylon membrane (Amersham #RPN303B, Chalfont St Giles, UK) using semi-dry transfer (Bio-Rad Trans-Blot Turbo transfer system). DNA was crosslinked to the membrane using 150 mJ/cm^2^ in Hoefer UVC 500 crosslinker. The membrane was incubated for 30 min in TBS + 2% SDS buffer (50 mM Tris pH 7.4, 150 mM NaCl, 2% SDS) and then incubated in streptavidin HRP (abcam, ab7403, Cambridge, UK) diluted 1:10,000 in TBS + 2%SDS buffer for 1 h to achieve biotin–streptavidin binding. The membrane was sequentially washed twice for 5 min in each of the following buffers: TBS + 2% SDS, TBS + 0.05%SDS, and TBS +0.1% Tween-20, and finally another wash in 1XTBS. Biotin-labeled DNA signal was detected using enhanced chemiluminescence (ECL™ Prime Western Blotting System, GE Healthcare, RPN2232, Chalfont St Giles, UK).

### 3.6. RNA-seq

A2780 cells were seeded in 6-well plates at 6 × 10^5^ cells per well and Acis cells at 8 × 10^5^ cells per well in triplicates for each condition. Cells were incubated for 3 h with fresh media containing 200μM cisplatin. Total RNA was extracted using GENEzol™ TriRNA Pure with DNaseI Kit (Geneaid, GZXD, New Taipei City, Taiwan). RNA quality was assessed using RNA ScreenTape (Agilent, 5067–5576, Santa Clara, CA, USA) on Agilent 4200 TapeStation, all samples having 10.0 RINe score. Ribo-depleted RNA-Seq libraries were prepared using KAPA-Stranded RNA-Seq Kit with RiboErase HMR (Kapa KK8483, Cape Twon, South Africa) according to the manufacturer’s protocol, starting with 1 μg total RNA, and using Illumina TrueSeq adapters. Library quality and concentration was assessed using High Sensitivity RNA ScreenTape Analysis (Agilent, 5067–5579, Santa Clara, CA, USA).

All 12 libraries were pooled and sequenced in a single NextSeq 500 lane producing at least 17 million single-end reads per sample (75 nt long). Library quality was analyzed using FastQC version 0.11.8 (Babraham Bioinformatics). Reads were aligned to the genome using STAR V 2.7.3a [40]. PCR duplicates were removed using PicardCommandLine MarkDuplicates (http://broadinstitute.github.io/picard accessed on 28 May 2021). Read counts per gene were calculated using htseq-count v0.11.1 [41] with the command option: --stranded=reverse. DESeq2 was applied using Log2FC threshold of ±1 and adjusted *p*-value < 0.05, to identify differentially expressed genes for three conditions: A2780 vs. A2780 + cisplatin, Acis vs. Acis+cisplatin, and A2780 vs. Acis (Supplementary Tables S1–S6). Volcano plots for all three conditions were created using the EnhancedVolcano package [42]. The primed gene list (56 genes) (Supplementary Table S7) was created by intersecting the upregulated genes following cisplatin treatment in A2780 cells with the upregulated genes in Acis cells compared to A2780 cells. All plots were created using ggplot2 package [43].

### 3.7. XR-seq

XR-seq was performed as described in [11]. Briefly, 220 × 10^6^–290 × 10^6^ cells per library were harvested, collected by centrifugation and resuspended in lysis buffer and lysed using a Dounce homogenizer. Low molecular weight DNA was isolated, and samples were incubated with RNase A (Qiagen, 1007885). Primary excision products were pulled down by TFIIH co-immunoprecipitation using anti-p62 antibody (Santa-Cruz Biotechnology, sc-293) and anti-p89 antibody (Santa-Cruz Biotechnology, sc-292). Adapters were ligated on both ends of the excision oligomer and immunoprecipitated using cisplatin-specific antibody (abcam, 103261, Cambridge, UK). Cisplatin-induced damages were reversed in vitro by incubating the samples with 200 mM NaCN at 65 °C overnight. DNA was PCR amplified and purified by native polyacrylamide gel electrophoresis (PAGE) to create the library. Library quality was assessed using Agilent 4200 TapeStation.

Libraries were pooled and sequenced on a HiSeq 2500 Illumina sequencer. Quality score for each nucleotide was analyzed using the fastx-toolkit to ensure only high quality reads were processed. The adapter sequence was trimmed from each read using Trimmomatic [44] version 0.36 with the command options: ILLUMINACLIP:adapter_sequence.txt:2:30:10. Following adapter removal, 50 nt length reads were filtered. Reads were aligned to the genome using Bowtie [45] with the command options: -q --nomaqround --phred33-quals -p 32 -m 4 -n 2 -e 70 -l 20 --chunkmbs 800 --best –S. For each sample we obtained 4.6–7.8 million unique aligned reads. Following alignment, reads mapped to chromosome Y or mitochondrial chromosome were filtered and PCR duplicates were removed using PicardCommandLine MarkDuplicates.

For replicate correlation plots, a 700 bp windows bed file was created using bedtools makewindows. Read counts over these windows was calculated for each replicate using bedtools coverage and Pearson correlation coefficients were calculated using the corrplot R package.

For correlation with RNA-Seq data, read counts per gene were calculated using htseq-count v0.11.1 [41] for both experiments and Spearman correlation plots were plotted using R.

To plot average XR-seq signal along genes, the gene’s annotation file was downloaded from Ensembl, assembly GRCh38, release 96. Non-overlapping regions around the TSS were obtained using custom scripts and BEDTools (version 2.27.1, [46]) slop and merge commands. Only genes that had RPKM > = 10 in A2780 or Acis cells were included in the plot. All samples were converted to BED format using bedtools bamtobed command. Reads intersecting gene list were obtained using bedtools intersect command and strand-specific profiles over the TSS were created using the R (version 4.0.0.) Bioconductor genomation package (version 1.20.0, [47]). Read counts for each gene interval were obtained using bedtools coverage command, and plotted using ggplot.

### 3.8. ATAC-seq

ATAC-seq was performed using an ATAC-seq kit (Active motif, 53150, Carlsbad, CA, USA) according to the manufacturer’s protocol. Prior to ATAC-seq, cells were washed with PBS and incubated in the 37 °C incubator with media containing 200 units/mL DNase (Worthington, LS002006) in 1.2 mM MgCl_2_ and 0.5 mM CaCl_2_ for 30 min. For each reaction 100,000 cells were taken. ATAC-seq libraries were purified and size selected with HighPrep PCR beads (MagBio, AC-60005, Gaithersburg, MD, USA). Library quality was assessed using Agilent 4200 TapeStation.

Libraries were pooled and sequenced using on an Illumina NextSeq500 sequencer. Sequencing quality was assessed using FastQC (version 0.11.8). The adapter sequence was trimmed from each read using Cutadapt [48] (version 1.15) with the command options: -m 10. Reads were aligned to the genome using Bowtie2 [49] with the command options: --very-sensitive -k 10. For each sample we obtained at least 9 million unique aligned reads. Following alignment, reads that were mapped to chromosome Y or mitochondrial chromosome were filtered and PCR duplicates were removed using PicardCommandLine MarkDuplicates (version 2.23.4). Insert size distribution histograms were plotted using deeptools (version 3.5.0) bamPEFragmentSize command (nucleosome free region and mononucleosome peak were confirmed in each sample). All bam files of replicates from each condition were merged to create a pooled bam file. Peaks were called separately for each replicate and pooled bam files using macs2 callpeak command (version 2.2.7.1 [50]). Peak files from replicates of the same condition were merged using bedtools intersect to create one set of peaks per condition. Peak regions were chosen only if there was more than 50% overlap of the peak region between all replicates per condition. For replicate correlation plots, a union set of all four conditions’ peaks was created, read counts over these regions was calculated for each replicate using bedtools coverage, and Pearson correlation coefficients were calculated using the corrplot R package.

### 3.9. UCSC Track Visualization

All replicate bam files were merged using samtools merge command. Per base read counts were calculated using bedtools genomecov and normalized per billion mapped reads per chromosome. Read counts were calculated in windows using awk (RNA-Seq: 75 nt windows, XR-Seq: 25 nt windows, ATAC-Seq: per base coverage), and converted to bigwig using the bedGraphToBigWig command to create signal maps in bigwig file format.

### 3.10. Real-Time PCR

Total RNA was extracted with GENEzol™ TriRNA Pure Kit (Geneaid, GZXD, New Taipei City, Taiwan) and cDNA prepared using qScript cDNA Synthesis Kit (QuantaBio 95047, Beverly, MA, USA). Expression level of primed genes was determined by Real-time PCR conducted on a Bio-Rad CFX96 or CFX384 systems using iTaq Universal SYBR Green Supermix (Bio-Rad 1725121, Rishon LeZion, Israel). Primers sequences are shown in Supplementary Table S8.

## Figures and Tables

**Figure 1:**
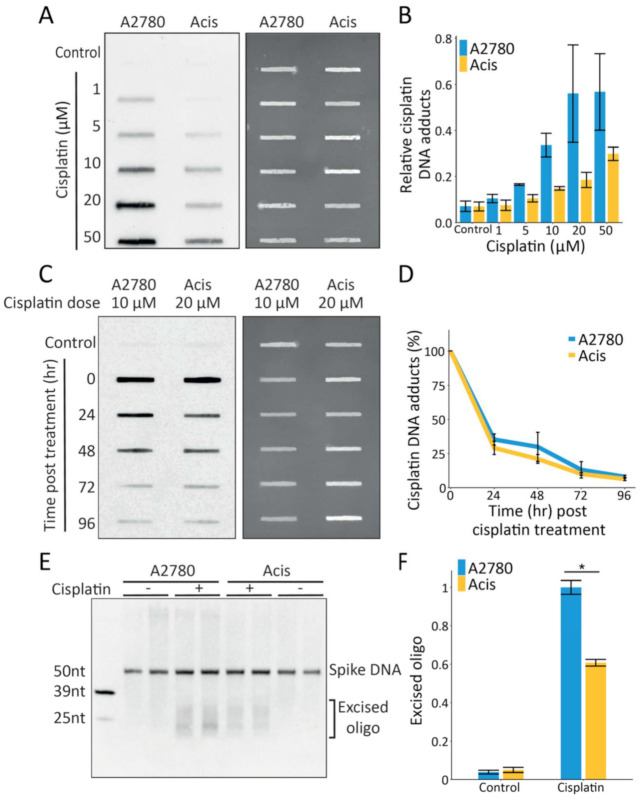
Lower cisplatin damage formation but similar repair kinetics in Acis compared to A2780 cells. (**A**) Representative immuno-slot blot (left panel) for cisplatin initial damage following increasing cisplatin doses treatment (1 µM–50 µM). Total nucleic acid amounts measured by SYBR-Gold staining (right panel). (**B**) Damage signal normalized to total nucleic acid amounts, showing cisplatin initial damage signal following increasing doses. Averages and error bars (SEM) are shown for data from three biological replicates. (**C**) Representative immuno-slot blot for cisplatin damage signal at different time points following cisplatin treatment (left panel). Total nucleic acid amounts measured by SYBR-Gold staining (right panel). (**D**) Damage signal normalized to total nucleic acid amounts, showing cisplatin repair kinetics of A2780 and Acis cell lines. Averages and error bars (SEM) are shown for data from two biological replicates. (**E**) Representative blot of excised oligos released during NER following 200 µM cisplatin treatment in A2780 and Acis cells. (**F**) Normalized excision products calculated by dividing excision product signal by 50 nt spike- in DNA amounts. Data are represented as mean ± SEM from three biological replicates. * *p* < 0.05 based on paired Student’s *t*-test.

**Figure 2:**
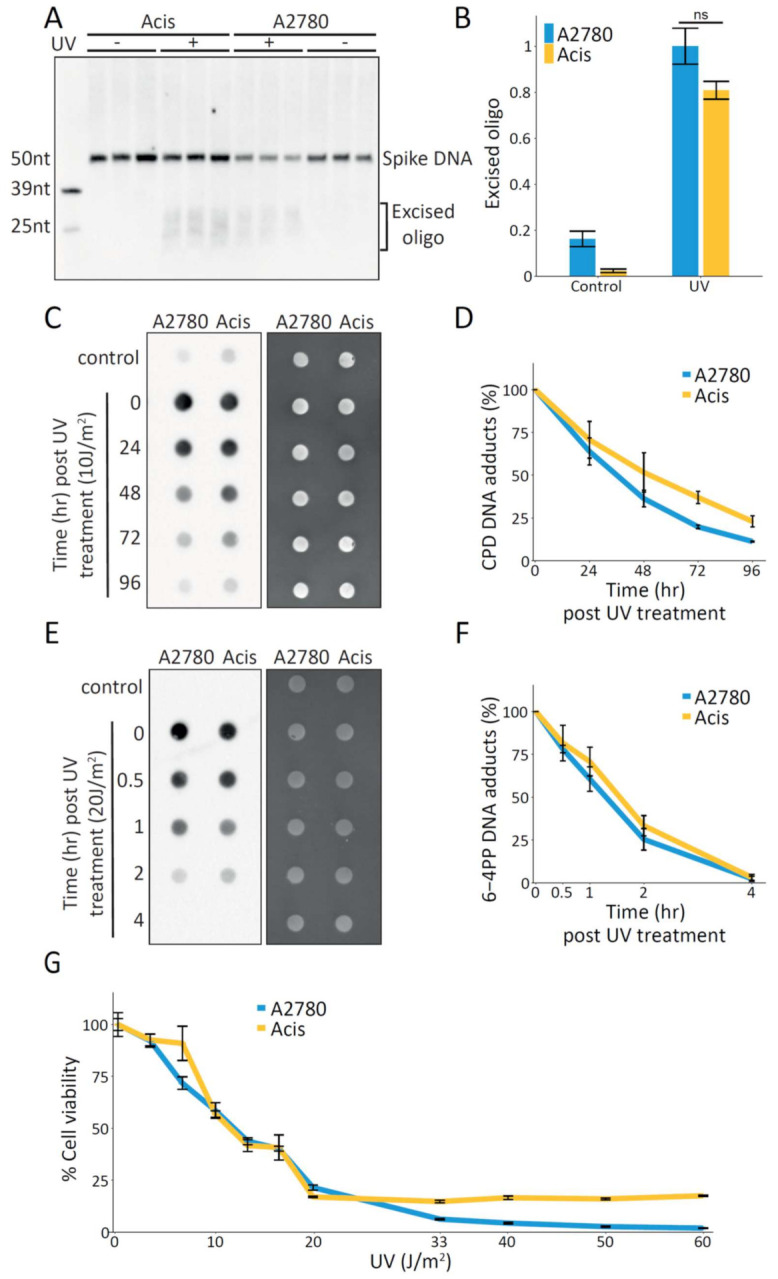
Similar UV damage repair kinetics in A2780 cells compared to Acis cells. (**A**) Representative blot of excised oligos released during NER following 20 J/m2 UVC irradiation in A2780 and Acis cells. (**B**) Normalized excision products calculated by dividing excision product signal by 50 nt spike- in DNA amounts. Data are represented as mean ± standard error from three biological replicates. *P* value based on paired Student’s *t*-test. (**C**) Representative immuno-slot blot for CPD damage signal at different time points following UV treatment (left panel). Total nucleic acid amounts measured by SYBR-Gold staining (right panel). (**D**) Damage signal normalized to total nucleic acid amounts, showing CPD repair kinetics of A2780 and Acis cell lines. Averages and error bars (SEM) are shown for data from four biological replicates. (**E**) Representative immuno-slot blot for 6-4PP damage signal at different time points following UV treatment (left panel). Total nucleic acid amounts measured by SYBR-Gold staining (right panel). (**F**) Damage signal normalized to total nucleic acid amounts, showing 6-4PP repair kinetics of A2780 and Acis cell lines. Averages and error bars (SEM) are shown for data from five biological replicates. (**G**) Cell viability of A2780 and Acis cell lines following increasing UV doses.

**Figure 3:**
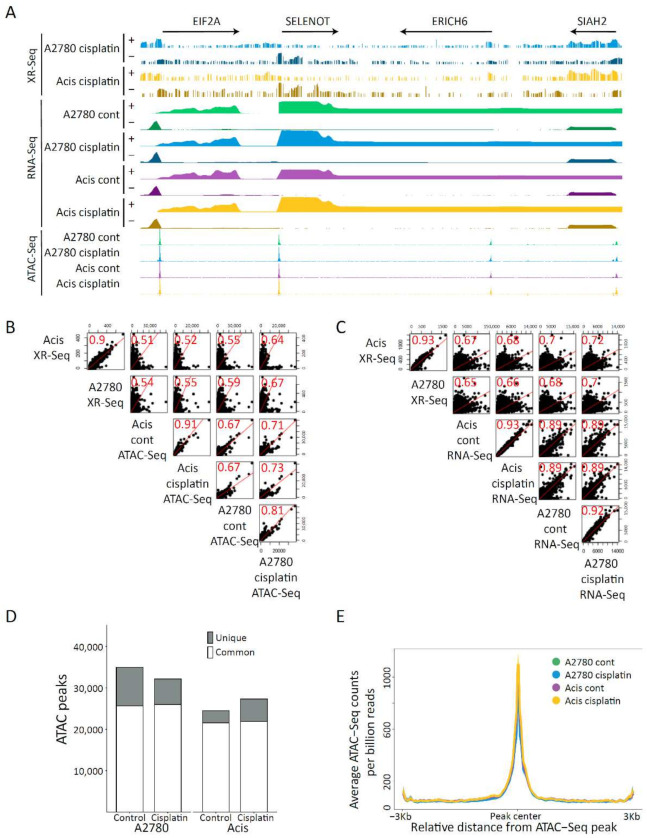
Comprehensive genomic characterization of a cisplatin-resistance model. (**A**) Repair, expression, and accessibility distribution of A2780 and Acis cells treated with 200 µM cisplatin over ~260 Kb region of chromosome 3 (150,535,931–150,800,463). Arrows on the top depict the direction and length of annotated genes. (**B**) Scatter plots showing Spearman correlation between cisplatin repair signal and accessibility levels over ATAC peaks. (**C**) Scatter plots showing Spearman correlation between cisplatin repair signal and transcription levels over genes. (**D**) ATAC common and unique peaks for each cell line before and after cisplatin treatment. (**E**) Accessibility signal over A2780 control ATAC-Seq peaks shared by all conditions. The data represent the average of biological replicates with a bin size of 30 nt.

**Figure 4:**
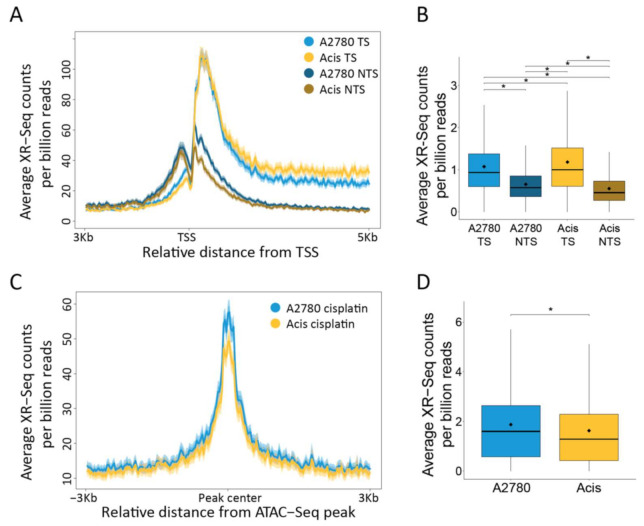
A shift in the balance of TCR vs. GGR in Acis cells compared to A2780 cells. (**A**) Cisplatin XR-seq repair signal 3 Kb upstream and 5 Kb downstream of the annotated TSS of 2192 genes. Signal is plotted separately for the transcribed and non-transcribed strands. The data represent the average of three biological replicates for A2780 cells and two for Acis cells with a bin size of 40 nt. Shadow represent 95% confidence interval for the mean. (**B**) XR-Seq read counts over 2192 genes in the transcribed and non-transcribed strands. * *p* < 0.0001, based on Wilcoxon signed-rank test with Bonferroni correction. Boxes represent range between 75th and 25th percentile, the line represents the median and the diamond the mean. (**C**) Cisplatin XR-seq repair signal over ATAC-Seq peaks and 3 Kb flanking regions with a bin size of 30 nt. Shadow represent 95% confidence interval for the mean. (**D**) XR-Seq read counts over ATAC-Seq peaks. * *p* < 0.0001, based on Wilcoxon signed-rank test with Bonferroni correction.

**Figure 5:**
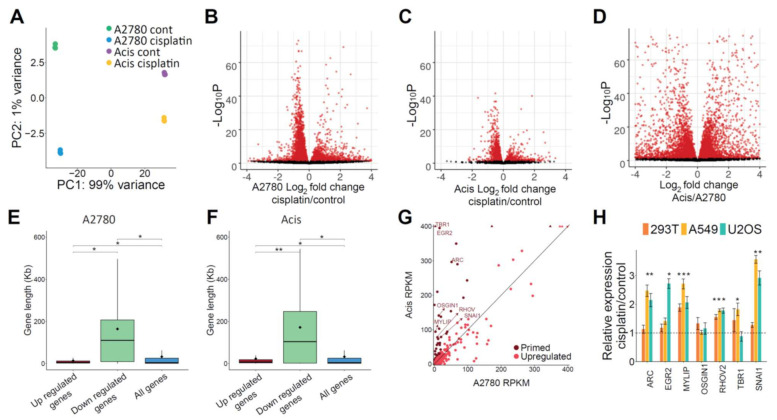
Gene expression analysis identifies cisplatin-responsive genes primed in Acis prior to treatment. (**A**) PCA plot of A2780 and Acis control and cisplatin-treated RNA-seq libraries. (**B**) Volcano plot for differentially expressed genes in A2780 control vs. cisplatin treated samples. (**C**) Volcano plot for differentially expressed genes in Acis control vs. cisplatin-treated samples. (**D**) Volcano plot for differentially expressed genes in A2780 control vs. Acis control. (**E**) Gene length distribution of differentially expressed genes in A2780. Gene length distribution of all annotated genes is shown for comparison. * *p* < 0.0001, based on Wilcoxon rank sum test. (**F**) Gene length distribution of differentially expressed genes in Acis. * *p* < 0.0001, ** *p* < 0.001 based on Wilcoxon rank sum test. (**G**) A2780 and Acis control RPKM levels of upregulated genes following cisplatin treatment in A2780 cells. Genes included in the primed genes list are colored in dark red. RPKM levels higher than figure limit are depicted using arrowheads. (**H**) Real-time quantitative PCR relative expression levels of candidate genes in 293T, A549, and U2OS cell lines following cisplatin treatment. Values represent averages of four biological replicates ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 based on paired Student’s *t*-test.

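Principal components were computed on log2 counts scaled to library size, with a prior count of 2, of the 500 most variable genes. PC1 held 98.9% and PC2 0.315% of the variance over the 12 RNA-seq libraries. PC1 separated the 6 A2780 libraries, with scores from -66.0 to -60.3, from the 6 Acis libraries, with scores from 62.4 to 64.4. On PC2, control libraries had scores from -4.92 to -4.23 in A2780 and from -1.94 to -1.86 in Acis, and cisplatin libraries from 4.54 to 4.97 in A2780 and from 1.46 to 2.01 in Acis. With raw counts on a linear scale, PC1 held 74.5% and PC2 16.3%.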

## Data Availability

XR-seq, RNA-seq, and ATAC-seq data files are available in GEO under accession GSE173201. Data can be viewed in the USCS genome browser by pasting the following link as a track hub: https://data.cyverse.org/dav-anon/iplant/home/hadargo/A2780_Acis_track/hub.txt (accessed on 28 May 2021).

## Supplementary Materials

The supplementary materials are available online at https://www.mdpi.com/article/10.3390/ijms22115814/s1.

How the deposited data were processed for this re-analysis (not part of the article)

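RNA-seq and ATAC-seq data of A2780 and Acis cells were used, each line without treatment or after 3 h in 200 µM cisplatin. The XR-seq samples have no processed file that was held, so excision repair was not analyzed. Per the methods of the authors, the RNA-seq counts were made from ribosomal RNA-depleted, stranded libraries by STAR alignment, removal of PCR duplicates with Picard and htseq-count with reverse strandedness, and they were deposited raw. The 23622 genes of the table have at least 10 counts over the 12 libraries. As deposited by the authors, each peak carries a fold enrichment over the local background computed by MACS2. The -log10 p and -log10 q values of the peaks were also computed by MACS2 and are given as deposited by the authors, after Bowtie2 alignment, removal of duplicates and of reads on chromosome Y and the mitochondrial genome, and selection of peaks that overlapped between all replicates.

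Counts were analyzed in R 4.3.3 with edgeR 4.0.16, using TMM normalization (factors of 0.965 to 1.05), edgeR's default filter on low counts, which kept 15760 genes, and a model of the 4 groups over 12 libraries with 8 residual degrees of freedom and a common dispersion of 0.000304. The quasi-likelihood test with Benjamini-Hochberg adjustment gave 4 comparisons of groups and the interaction. Calls used an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, and for the interaction the adjusted p-value alone. DESeq2 1.42.0, the tool the paper names, served as an alternative. In a DESeq2 fit to the libraries of 2 groups alone, the parametric dispersion trend could not be fitted and DESeq2 used a local trend. Normalized counts are counts scaled by TMM to the mean library size. Gene lists were tested with camera from limma 3.58.1, with a preset correlation of 0.01, and with fry. The lists cover nucleotide excision repair, p53 targets, immediate-early genes and transport and detoxification, beside the 7 genes of the real-time PCR.

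Total counts per library were 4130644 to 5072216, so a gene with few counts has a wide error. Folds against a group with no counts were computed against a floor of 3 counts and cover counting error only. On data simulated from these libraries with 200 changed genes, edgeR recovered 88.5% of them in A2780, 60.5% in Acis and 68% for the interaction, and 3.28%, 7.63% and 6.21% of the calls were false. DESeq2 recovered 86%, 48.5% and 61%. The simulated changes were set smaller in Acis than in A2780, with the same spread for both lines. The lower recovery in Acis therefore does not measure the sensitivity of its libraries. Several pairs of replicates differed by less than the counting noise. Removing duplicates can make counts less variable than independent draws, so the 3 libraries of each group were kept as replicates, and alternatives merged the closest pair of replicates in the 3 groups other than A2780 control, or in all 4. In A2780 control, all 3 pairs differed by less than the counting noise, and merging all 3 libraries was not tried, since it would leave 1. The replicate numbers do not pair the samples, as the correlations between libraries of the same number ranged from -0.232 to 0.316.

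Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the tests over genes, which were permutation tests with 100000 resamples. These were tested on simulated data, where 2.5% of 200 comparisons without a difference had a p-value under 0.05. Overlap of peaks was computed with bedtools 2.31.1, and plots were made with matplotlib 3.10.9. Gene positions came from GENCODE 44, which lacks 109 of the identifiers.

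The comparisons, tests, thresholds, gene lists, the rule for naming genes and most alternatives were set before the data were examined. Alternatives added later were DESeq2 with independent filtering at 0.05, DESeq2 on the libraries of 2 groups, merged replicates in 3 groups or in all 4, genes with at most 0.05 counts per exon base, protein-coding genes at the adjusted p-value alone, linear scales for the principal components, other scalings and the replicate block for the gene lists, and all but the count minimum for the slopes. By the rule, the genes named are those the paper names, the 3 largest changes in each direction of the 3 comparisons of the paper and of the interaction among called genes with groups that did not overlap and a mean of at least 100 normalized counts in the higher group, and at most 5 members of each gene list with the smallest adjusted p-values.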

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

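The count of splits for the difference in cisplatin effect, the random lists matched to the immediate-early genes and the ratios of the responses of the gene lists are tests that were chosen only after the result was seen. The effect of cisplatin differed between the lines for 2976 genes by the test of the difference itself, and for 87.2% of them the absolute change was smaller in Acis. A smaller depth of the Acis libraries is argued against by thinning all libraries to the smallest total, after which 605 genes were higher in A2780 and 242 in Acis. The choice of genes by their change in A2780 would give a slope over 1 for genes called in Acis, and this slope was 0.825 and stayed under 1 with each library left out (0.796 to 0.944). Counting error in the A2780 changes also pulls this slope down, so a slope under 1 cannot decide against the choice of genes. The median ratio over these genes, 1.12, goes the other way. Among 10898 genes with enough counts, chosen without regard to their change or its p-value, an absolute log2 fold change of at least 1 was reached by 159 in A2780 and 101 in Acis. The spread between replicates was larger in Acis (common dispersion 0.000484 against 0.000178), which can lower the number of calls there, but spread alone would not make the change smaller in Acis for 87.2% of the genes. Scaling by total counts gave 1463 genes with a more positive and 1572 with a more negative effect. Of 100 splits of the libraries drawn from 200, 7 gave as many genes, the real split included. The 6 others all kept the A2780 libraries by treatment and mixed or reversed the Acis libraries. The 9 splits of this kind gave 1521 to 4265 genes, while the 10 splits that kept the Acis libraries by treatment and mixed A2780 gave 0, as did the 80 that mixed both. The spread was fitted anew for each split, and mixing treated with control libraries adds the treatment effect to it. The splits with 0 genes therefore tell little. As the 9 splits show, the number of genes does not on its own separate a smaller response in Acis from none. It also depends on single libraries, since 525 genes had a more negative effect without replicate 1 of Acis control and 550 without replicate 2 of Acis cisplatin, against 863. Fewer adducts per cell in Acis, which the paper proposes, and other differences between the lines stay open and were not tested here.

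The immediate-early genes differed between the lines as a list, with a median difference in cisplatin effect of -0.76 (log2) over 37 genes, of which 26 were called with a smaller effect in Acis and 0 with a larger effect. Gene length and expression level were weighed with 10000 random lists matched on both, whose medians had a 2.5th percentile of -0.186 and a lowest value of -0.24. These lists were not matched on the response. Their median change was 0.157 in A2780 and 0.0363 in Acis, against 1.21 and 0.413 for the immediate-early genes. Length and expression alone thus gave no difference of this size. Whether other genes with as strong a response in A2780 differ as much was not tested. One factor that scales all responses alike is argued against by the p53 target genes, whose ratio of responses, Acis over A2780, was 0.732 to 1.17 over 9 pairs of libraries, against 0.301 to 0.402 for the immediate-early genes. The median difference was -0.87 for the 20 genes higher in Acis control and -0.89 for the 8 neither higher nor lower, so a higher baseline did not separate these. It was closer to 0 (-0.26) for the 9 lower genes, so an influence of the baseline level stays open. The list holds 11 of the primed genes. A biological difference in the response of these genes is a hypothesis from the same data, and other differences between the lines stay open.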

How the results depend on the processing

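DESeq2 with independent filtering at 0.05, DESeq2 on the libraries of 2 groups, merged replicates, at most 0.05 counts per exon base, protein-coding genes at the adjusted p-value alone, linear scales and most settings of the slopes were chosen only after the result was seen. For each change below the cause was not tested, except that fewer or more genes tested, a changed threshold or fewer libraries change counts by construction. RLE normalization changed none of the 45 results it was tried on. The replicate block left 44 of 45 within their range and moved the slope over genes called in Acis to 0.794. Merging the closest pair of replicates in each group but A2780 control changed none of 20. With a pair of A2780 control merged as well, 19 of 20 stayed within their range and 501 genes had a more negative effect in Acis, against 863. Merging all 3 A2780 control libraries was not run.

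With no filter on low counts, 1199 genes were higher and 500 lower after cisplatin in A2780, 110 lower in Acis, 2942 lower in Acis control than in A2780 control and 3080 lower in Acis cisplatin than in A2780 cisplatin cells, and the slope over genes called in A2780 was 0.374. With at least 50 counts on average, the numbers were 100 higher and 29 lower in A2780, 32 and 14 in Acis, 544 and 759 between the control groups and 553 and 686 between the cisplatin groups, with 1427 genes with a more negative effect in Acis, 29 primed genes and 9 induced genes lower in Acis control. The slopes were then 0.389 and 0.69, 30.4% of the changed genes were lower in Acis, and at the adjusted p-value alone 47.9% were lower between the control groups, a reversal. Total counts as library size gave 153 lower genes in A2780 (16.0% of the changed genes), 1572 genes with a more negative effect in Acis, and at the adjusted p-value alone 36.6% lower in A2780 and 37.6% lower in Acis, both reversed. These reversals follow from the scaling, which raised the median log2 fold change of all tested genes from -0.01 to 0.10 in A2780 and from 0.01 to 0.07 in Acis.

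DESeq2 on all genes gave 143 genes higher in Acis, 1100 and 298 genes with a more positive and a more negative effect in Acis, 39 induced genes lower in Acis control and 74.2% lower in Acis at the adjusted p-value alone. With independent filtering at 0.05 these were 136, 1090, 294, 41 and 74.2%. On the libraries of 2 groups, DESeq2 gave 89 higher and 34 lower genes in Acis, 43 primed genes, 40 induced genes lower in Acis control, 75.3% lower in Acis and a slope of 0.781, and edgeR gave 48 primed genes, 31 induced genes lower in Acis control and a slope of 0.499 over genes called in A2780. An adjusted p-value under 0.01 gave 170 higher genes in Acis and 1296 and 332 for the interaction. The adjusted p-value alone gave 3347 and 4451 in A2780, 1474 and 1962 in Acis, 4447 and 4829 between the control groups, 5016 and 4912 between the cisplatin groups, 1102 primed genes and 687 induced genes lower in Acis control. With the fold-change threshold inside the test, 133 and 29 genes were called in A2780, 12 and 3 in Acis, 15 genes were primed and 4 induced genes were lower in Acis control. Genes with at most 0.05 counts per exon base gave 737 and 212 for the interaction. The median ratio in place of the slope was 1.12 for genes called in Acis, a reversal. Interaction counts were not run on the libraries of 2 groups or with settings of the fold change.

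Across the 12 fits that each left out 1 library, 525 to 926 genes had a more negative effect in Acis, lowest without replicate 1 of Acis control and 550 without replicate 2 of Acis cisplatin. Primed genes were 73 to 88, and the slopes 0.411 to 0.477 and 0.796 to 0.944.

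For gene length, the difference in mean log10 length of the lower A2780 genes from all annotated genes reversed to -0.102 with the tested genes as the comparison. That of the higher A2780 genes reversed to -0.637 with the tested genes, -0.424 with protein-coding genes and -0.461 with protein-coding genes at the adjusted p-value alone, and that of the higher Acis genes to -0.465, -0.313 and -0.237. Between lower and higher genes in Acis it reversed to 0.815 at the adjusted p-value alone and 0.808 at the adjusted p-value alone with protein-coding genes. With protein-coding genes at both thresholds it was 0.11, of the opposite sign but not past the threshold (17 against 100 genes, permutation test, p = 0.561), and it was not past it with at least 50 counts (-0.015) or at most 0.05 counts per exon base (-0.00898). Between lower Acis genes and all annotated genes it was -0.783 with the tested genes, now past the threshold, and reversed to 1.37 at the adjusted p-value alone, 0.273 with at most 0.05 counts per exon base and 0.643 with protein-coding genes at the adjusted p-value alone.

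PC1 held 86.4% with all tested genes, 98.2% with vst, 82.9% with normalized and 74.5% with raw counts on a linear scale, and PC2 held 6.71%, 1.39%, 15.5% and 16.3%, and 0.835% with rlog. Spearman correlations with tested genes only, and the lowest and highest of single pairs, were 0.981, 0.961 and 0.964 for A2780 control and cisplatin, 0.994, 0.971 and 0.973 for Acis control and cisplatin, 0.889, 0.888 and 0.8903 for the control groups and 0.894, 0.892 and 0.894 for the cisplatin groups. With the 20000 strongest peaks, 3405 peaks were lost and 3305 gained in A2780, 2338 gained in Acis, 4576 A2780 control peaks overlapped none of Acis control and 4332 A2780 cisplatin peaks none of Acis cisplatin. Lists of equal size lose and gain nearly the same number by construction. Other overlap rules and a -log10 q of at least 10 kept all 8 peak counts within 1.5 times.

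With fry in place of camera, adjusted p-values passed the threshold for the NER list between control groups (0.00343) and for the interaction (0.0265), for the immediate-early list between cisplatin groups (2.51e-07), for the p53 list between control groups (7.31e-09) and for the interaction (0.000836), and for the transport list in Acis (0.00108), between control groups (1.05e-07), between cisplatin groups (4.07e-07) and for the interaction (0.00428). Of 5915 fold changes of named genes under alternatives, 197 were weaker, 46 stronger and 0 reversed. Of 14 RPKM values 7 moved. For the 7 genes tested by real-time PCR, calls held in 160 of 163 values in A2780, 151 of 164 in Acis, 164 of 164 between control groups and 122 of 150 for the interaction. The depth limits genes with few counts, which most of the genes past both thresholds after cisplatin are.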

Differences from the paper's values

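DESeq2 with independent filtering at 0.05, DESeq2 on the libraries of 2 groups, at most 0.05 counts per exon base, protein-coding genes at the adjusted p-value alone and linear scales are tests that were chosen only after the result was seen. The paper reports 118 genes higher after cisplatin in Acis, against 258 here. Of the alternatives set before the data were examined, DESeq2 (143) and an adjusted p-value under 0.01 (170) fell within 1.5 times of it, and the others did not. DESeq2 with independent filtering at 0.05 (136) and on the libraries of 2 groups (89), both chosen after seeing the values, did as well. The paper's supplement lists 39 genes lower after cisplatin in Acis, against 59 here. Total counts as library size (51), DESeq2 (47), the libraries of 2 groups (45), an adjusted p-value under 0.01 (44) and leaving out replicate 3 of Acis control (54) or replicate 1 of Acis cisplatin (56) fell within 1.5 times, and the other alternatives set before the data were examined did not. DESeq2 with independent filtering at 0.05 (44), DESeq2 on the libraries of 2 groups (34) and at most 0.05 counts per exon base (57), chosen after seeing the values, did. DESeq2 on all genes called all genes of the paper's Tables S1 to S5 and all 56 of its Table S7, including those that edgeR did not call.

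PC2 held about 1% of the variance in Fig. 5A, read by eye, against 0.315% here. With rlog it held 0.835% and with vst 1.39%, which are close, while all tested genes (6.71%) and, chosen after seeing the values, linear scales (15.5% and 16.3%) are not. The Spearman correlation in Fig. 3C, read by eye, was about 0.92 between A2780 control and cisplatin, against 0.973 here, and about 0.93 between Acis control and cisplatin, against 0.984. None of the alternatives set before the data were examined closed these gaps. It was about 0.89 between the cisplatin groups in Fig. 3C, read by eye, against 0.897, and tested genes only and single pairs of libraries closed this gap. The caption of Fig. 3C names only the correlation of repair with transcription. That these readings compare RNA-seq groups was therefore taken from the picture and is not stated by the paper.

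The median length of lower genes was about 110 kb in Fig. 5E, read by eye, against 13.9 kb here for A2780, and about 100 kb in Fig. 5F, read by eye, against 1.79 kb for Acis. The adjusted p-value alone gave 80.3 kb and 110 kb. In A2780, at least 50 counts (137 kb) and protein-coding genes (159.5 kb) were also within 1.5 times, while in Acis they were not (2.22 kb and 58.4 kb). The union of exons (3.68 kb and 1.08 kb) and the genes of the paper's own tables (3.57 kb and 1.33 kb) were not. Protein-coding genes at the adjusted p-value alone, chosen after seeing the values, gave 84.7 kb and 116.5 kb. The paper gives at least 17 M reads per RNA-seq library, and the lowest library has 4.13 M counts on genes, which is a different quantity, after alignment, removal of duplicates and counting.

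The paper states that more genes fell than rose after cisplatin. At its thresholds, more genes rose than fell, 652 against 233 in A2780 and 258 against 59 in Acis, and its own tables list 580 against 224 and 118 against 39. At the adjusted p-value alone more genes fell, except when total counts were used as library size (36.6% and 37.6% lower), a scaling that raised the median log2 fold change of all tested genes to 0.10 and 0.07. The paper sees no such difference between the untreated lines, where 1917 genes were lower and 1101 higher in Acis. The paper states that lower genes were longer, and in Acis at both thresholds they were shorter (difference in mean log10 length -0.323), while at the adjusted p-value alone they were longer (0.815). The paper gives the 7 genes of its real-time PCR a basal RPKM above 70 in Acis, while RPKM was 5.40 to 25.9 here, with 0 of 7 above 70. On the scale of normalized counts the means of all 7 were above it (73.2 to 1147), but not all single libraries.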

Other observations

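The tests chosen only after the result was seen are the splits of the cisplatin groups, different control libraries, the comparison with all genes changed between the control groups, differences moved to other genes, the response of primed genes in libraries not used to choose them, sparsely covered genes, chromosomes and windows, histone genes, and the number of replicates and depth behind the peak lists. Of the 10 splits of the 6 libraries of each comparison, only the real split (1 of 10) gave as many genes past the threshold for A2780 after cisplatin (769 genes), Acis after cisplatin (230), the control groups (2653) and the cisplatin groups (2786), and the others gave 0. With 10 splits this share cannot fall under 0.1. Mixed splits also add the real difference to the fitted spread, which lowers their numbers.

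The overlap of genes higher after cisplatin in A2780 with genes higher in Acis control was larger than the list sizes give (one-sided Fisher's exact test, p = 2.48e-07). The A2780 control libraries that both comparisons share may account for part of this excess. With different A2780 control libraries in the comparisons, the overlap was 1.21 to 1.53 times the number from the list sizes in 6 cases, against 1.61 to 2.09 times with the same libraries. The overlap with different libraries was past the threshold of 0.05 in 5 of the 6 cases (one-sided Fisher's exact tests against the list sizes, p = 0.000424 to 0.0863 over the 6), so whether shared libraries are the whole cause stays open. The simulations with unchanged groups planned for this called 0 genes and test nothing. Among the induced genes, higher and lower genes in Acis control did not differ in number (two-sided exact binomial test, p = 0.285), although 36.5% of all genes changed between the control groups were higher (two-sided Fisher's exact test, p = 4.21e-06). When differences between the lines were moved to other genes of similar expression, the median overlap was 77.5 (59 to 92) against 81, so expression level, together with the shared control libraries that these simulations keep, may account for the size of the overlap. The same simulations gave 151.5 lower genes, against 67.

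Primed genes changed less in Acis than induced genes with no baseline difference. The choice of genes on libraries that both comparisons share may account for part of this, since simulations without a link between baseline and response gave a smaller change in Acis for 42.9% of primed genes (37.7% to 51.3%) and 29.2% of the others, against 59.3% and 18.1%. As the whole cause it is argued against, since among genes with at least 50 normalized counts on average, in libraries not used to choose the genes, the difference in means was -0.279, -0.299 and -0.362 (log2, two-sided permutation tests, p = 0.0109, 0.0364 and 0.0127). These differences are smaller than the -0.80 of primed genes called on all libraries with at least 50 counts, the differences in medians were only -0.115, -0.225 and -0.128, and the 3 values share libraries. The higher baseline in Acis stays open as a biological explanation.

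Lower A2780 genes were longer than higher genes beyond expression level, by 0.45 in mean log10 length. Removal of duplicates at densely covered genes is argued against, since length and log2 fold change in A2780 were also negatively correlated among sparsely covered genes. The Spearman correlation across genes, which are not independent replicates, was -0.482 over the 9315 genes with at most 0.05 counts per exon base and -0.689 over the 4346 of them that are protein-coding with at least 50 counts, against -0.5445 over 15708 tested genes.

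Genes on chromosome 13 were lower in Acis, with a median log2 fold change of -0.73 over 270 genes, of which 232 were lower (permutation test, p = 1e-05, the smallest possible, adjusted p = 0.00023 over 23 chromosomes). Chromosomes 16, 17, 18 and 20 also differed (adjusted p = 0.00069, 0.00023, 0.00023 and 0.00925), with differences in means of 0.28, 0.26, -0.56 and 0.29, against -0.90 for chromosome 13, and medians of -0.01 to 0.07. Chromosome 8 had a larger median, 0.19, but was not past the threshold in the same permutation test on means (adjusted p = 0.136). The share of ATAC-seq peaks on chromosome 13 was 0.642 times that in A2780 in control cells and 0.687 times in cisplatin-treated cells. Fewer copies of chromosome 13 in Acis are a candidate explanation, not tested on DNA. Over 272 windows of 10 Mb on the other chromosomes, the expression difference and the peak share had a Pearson correlation of 0.428 and a Spearman correlation of 0.369 (permutation p = 0.0001, the smallest possible), so copy-number differences elsewhere may contribute. On chromosome 1, the windows from 80 to 120 Mb had median log2 fold changes of -0.96 to -0.82, as low as that of chromosome 13. Neighbouring windows are not independent.

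Replication-dependent histone genes fell after cisplatin, by a median log2 fold change of -0.35 in A2780 (43 of 49 genes) and -0.52 in Acis (47 of 49). Short gene length is argued against, since the lowest median of 10000 random lists of short genes was 0.072 in A2780 and -0.0353 in Acis. Reads moved between near-identical copies would leave the sum unchanged, and the sum fell from 9912 ± 155 to 6706 ± 193 normalized counts (SD, n = 3) in Acis and from 9467 ± 61.7 to 7321 ± 319 (SD, n = 3) in A2780. A change in the cell cycle was not tested.

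The net number of peaks changed by -2820 in A2780 and by 2836 in Acis. Fewer replicates behind both cisplatin lists would move both lines the same way. The depth behind the lists cannot be told apart from a change in accessibility, because the lists hold no read counts, and 88.1% of the lost A2780 peaks lay below the median -log10 q of their list.

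For the transport and detoxification list, with 13 tested genes, the median log2 fold change was 0.10 after cisplatin in A2780 (adjusted p = 0.771), 0.05 in Acis (adjusted p = 0.289), -0.33 between control groups (adjusted p = 0.142), -0.25 between cisplatin groups (adjusted p = 0.18) and 0.04 for the interaction (adjusted p = 0.888), all from camera in limma. With fry, the adjusted p-value was past the threshold in Acis (0.00108), between control groups (1.05e-07), between cisplatin groups (4.07e-07) and for the interaction (0.00428). Between control groups 1 gene was higher and 8 lower at the adjusted p-value alone, and 9 changed when adjusted over the list alone. SLC31A1 (-0.53), ATP7A (-0.52), ATP7B (-0.57, on chromosome 13) and ABCC2 (-1.03) were lower in Acis control, with adjusted p-values from edgeR of 2.05e-10, 4.21e-05, 3.31e-06 and 0.0363.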
